A study of Homo sapiens with 44 samples. Its data were reported in "Super enhancer regulation of cytokine-induced chemokine production in alcoholic hepatitis" (2021).

How the data were processed

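Histone ChIP-seq was done by the study on liver tissue of 5 patients with AH and 4 normal livers, with antibodies against H3K4me3, H3K27ac, H3K4me1 and H3K27me3, and 9 input samples were sequenced beside them. The 44 samples gave 35 processed peak lists, as the 9 inputs were not analysed here, and H3K4me3 was available for 3 of the 4 normal livers. According to the submitters' processing notes, base calls came from CASAVA 1.4 and reads were mapped with Bowtie2 to hg19, while the methods text of the study names BWA, so the aligner is unsettled. The authors retained pairs with at least 1 uniquely mapped end, removed duplicates with Picard and called peaks in each library separately at an FDR of 1%. For H3K4me3, H3K27ac and H3K4me1 the authors deposited MACS2 narrow peaks (version not stated) with a score that, from its values, is the −log10 of the adjusted p of each peak. For H3K27me3 the authors deposited SICER islands (version not stated) with a whole number read from its layout as the read counts of each island in its library. Coverage tracks, input values and the mapping summary in the supplement of the study were not used here, so the precision that the depth of a library gives was not worked out. A site without a peak means that none was called, not that the mark was absent.

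All comparisons used autosomes only and the positions of the peaks. The score and the read count served only to rank peaks. For each of 18592 autosomal protein-coding genes of GENCODE release 44 mapped to GRCh37, the promoter was the 5′ end of the gene record with 2 kb on each side, and coverage was the percent of this window under peaks. For 2613 genes (14.05%) this position lies over 2 kb from the start of the canonical transcript, so that start was tried as an alternative. Peaks of the libraries of a mark were merged into regions, and regions and promoters with a peak in at least 2 libraries were tested. Regions within 2 kb of a transcription start were called proximal and those beyond 2.5 kb distal. The stretch of 75 kb directly upstream of CXCL8 was chosen because the study describes an enhancer of that length beside the gene without giving its boundaries in the text.

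AH and normal livers were compared promoter by promoter and region by region with limma 3.58.1 in R 4.3.3, with a mean-variance trend and robust variances, and Benjamini-Hochberg adjusted p under 0.05 counted as changed. Values of whole libraries and of gene lists were compared with exact two-sided permutation tests of the livers, adjusted over the 4 marks or over the 100 combinations of list and mark. Overlaps between marks used Fisher's exact test across genes. Before the data were examined, 25 gene lists with 668 entries were fixed, of which 652 entries (630 distinct genes) were matched and 16 entries (14 genes) were not, because they lie on a sex chromosome or are not in the annotation. The lists were CXCL locus chemokines and neighbours, other chemokines, leukocyte adhesion, TNF and NF-kB response, interferon response, TGF-beta and fibrosis, and 7 hepatocyte lists (cytochrome P450, bile acid, transcription factors, secreted proteins, acute phase, urea cycle with amino acid and glucose metabolism, lipid and peroxisomal). The others were ductular, stellate, endothelial, macrophage, neutrophil, T and NK cell, B and plasma cell and erythroid markers, cell cycle, Polycomb developmental and ubiquitous genes. A few genes stand in more than 1 list, with 8 shared by the TGF-beta and stellate lists and 4 by the leukocyte adhesion and neutrophil lists. Lists were also compared with the other promoters by limma's camera, with a preset correlation of 0.01 and with an estimated one.

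Genes named were, by a rule set before the data were examined, the 10 with the largest rise and the 10 with the largest fall per mark among those that passed with complete separation of the groups, up to 4 members of each list with the largest difference, and the CXCL chemokines. Of distal regions, the 5 largest changes in each direction were eligible. Ties were ordered by p and then by symbol, and genes with clone names were passed over. Exceptions are stated where they occur, and a few genes that the rule named are not reported here.

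The alternatives were leaving out each library, leaving out the short libraries (under 0.5 of the median list length), the better-scored part of each list, lists of equal length, at least 500 bp of overlap, a window of 1 kb on each side, coverage minus the mean of its library, sample weights, no filter, presence of a peak with Fisher's exact test, regions in at least 3 libraries, and bins of 1 kb. Added after the data were seen were the canonical start, flow cell as a term of the model, leaving out the pair on the shared flow cell, equal lengths with centring, centring of regions, and camera. The flow cell was read from the deposited track names. Coverage minus the mean of its library lifts promoters near 0% in every liver where AH libraries had lower means. A rise in that setting need not be a gain. Up to 100 regroupings of the livers were drawn with a fixed seed. The limma model was tested on simulated data made from the observed coverage of 5000 promoters or regions. The group difference was taken out, residuals were shuffled over the libraries, and 200 of the 5000 were shifted in the AH libraries. Shifted values were not kept within the possible range. The shuffling broke up short libraries and links between promoters, so recovery in the real data may differ. A shift of 0.8 of the window was recovered at 65 to 100% of promoters and 70 to 81% of regions, and a shift of 0.4 at 49 to 97% and 10 to 22%. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.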

Results

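Liver tissue from 5 patients with alcoholic hepatitis (AH) and 4 normal livers was profiled by ChIP-seq for 4 histone marks. H3K4me3 marks promoters, H3K4me1 marks enhancers and promoter flanks, H3K27ac marks active promoters and enhancers, and H3K27me3 is the silencing mark laid down by Polycomb. The deposited data were 35 lists of enriched regions, 1 per liver and mark, since H3K4me3 was available in 3 of the 4 normal livers. The 9 input samples were not analysed here, which leaves 35 of 44 samples with values. The read depth of the libraries was not used here, and the length of each list stood in for it. It ranged from 25616 to 41333 peaks for H3K4me3, from 27671 to 137812 for H3K27ac, from 1358 to 185887 for H3K4me1 and from 27810 to 43371 islands for H3K27me3. The H3K27ac library of AH liver 4 and the H3K4me1 libraries of AH livers 1, 2 and 3 held less than 0.5 of the median number of peaks of their mark and are called short libraries below. Occupancy at a gene is given as the percent of its promoter window (2 kb on each side of the transcription start, hg19) that lay under peaks, as mean ± SD of 5 AH and 4 normal livers, or 3 normal livers for H3K4me3. The livers were sequenced on 3 flow cells. One held 3 normal livers, one held 4 AH livers, and the remaining flow cell held AH liver 2 and normal liver 2, so flow cell and disease were nearly inseparable.

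The first comparison asked how much of the genome carried each mark in AH and normal livers. H3K27me3 islands touched 5116 ± 221 promoters in AH livers and 4445 ± 396 in normal livers, and all 5 AH livers lay above all 4 normal livers (exact permutation p = 0.0159, adjusted p = 0.0635). H3K4me1 peaks numbered 49127 ± 42624 in AH livers and 148434 ± 25925 in normal livers and covered 17.3 ± 16.7 against 79.3 ± 16.2 Mb of the autosomes (exact permutation p = 0.0159, adjusted p = 0.0635 for both). H3K27ac peaks numbered 92121 ± 40189 against 129890 ± 8023 and covered 49.0 ± 25.4 against 75.8 ± 6.27 Mb (exact permutation p = 0.0317, adjusted p = 0.0635 for both). H3K4me3 peaks numbered 33958 ± 5916 against 36900 ± 2210 (exact permutation p = 0.5), and their mean width was between 501.4 and 755.3 bp in AH livers and between 814.2 and 1103 bp in normal livers (exact permutation p = 0.0357, adjusted p = 0.0714). H3K4me3 covered 23.1 ± 6.74 against 35.1 ± 5.99 Mb (adjusted p = 0.0952, exact permutation), and H3K27me3 covered 260.8 ± 35.6 against 293.9 ± 37.3 Mb in 31466 ± 2714 against 36179 ± 6153 islands (exact permutation p = 0.19 and 0.175). Promoters with H3K4me3 (13034 ± 813 against 13301 ± 246), H3K27ac (11248 ± 1728 against 11937 ± 209) and H3K4me1 (6987 ± 4571 against 12070 ± 1067) had adjusted p of 0.75, 0.75 and 0.159 (exact permutation). None of these group differences passed after adjustment over the 4 marks. All tests were two-sided, and the smallest possible exact p was 0.0159 for 5 against 4 livers and 0.0357 for 5 against 3. In the pair of livers that shared a flow cell, AH against normal, H3K27me3 islands numbered 34366 against 29564 and touched 4930 against 3862 promoters. In the same pair H3K27ac peaks numbered 78198 against 118728, H3K4me1 peaks 26575 against 129849 and H3K4me3 peaks 32300 against 39325. Between the group means, the number of H3K4me1 peaks fell by 99306 with all libraries and fell by 54894 without the short ones.

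**Figure D1:**
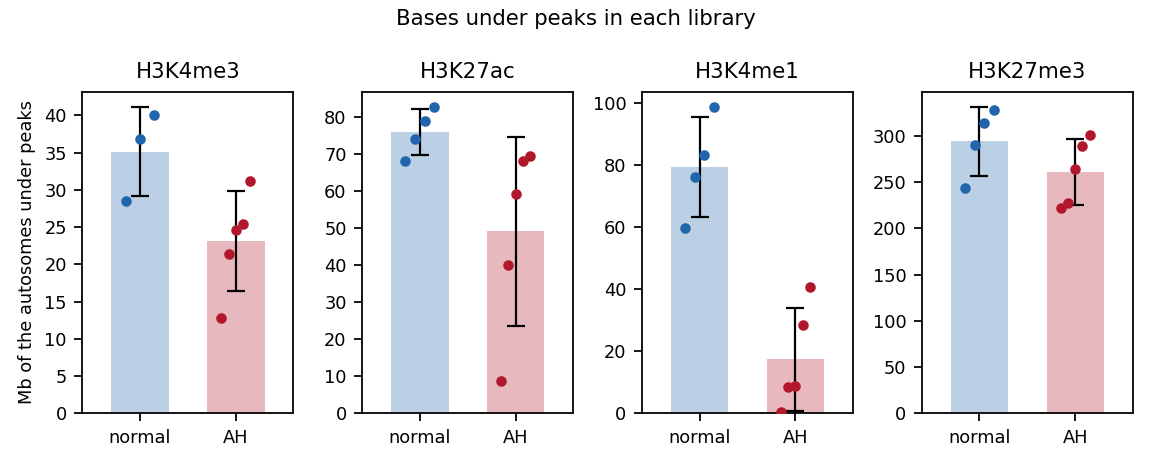
Autosomal bases under peaks (Mb) of each mark in each liver, with 1 point per library and the mean ± SD of each group. H3K4me1 covered 17.3 ± 16.7 Mb in AH livers and 79.3 ± 16.2 Mb in normal livers.

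Livers of the same group resembled each other more than livers of different groups in their H3K27me3 landscape. The Jaccard index, the shared share of the bases covered in either of 2 libraries, was higher within than between groups by 0.0909 for H3K27me3 (exact permutation p = 0.0159), 0.0972 for H3K27ac (p = 0.0317), 0.134 for H3K4me1 (p = 0.0476) and 0.0855 for H3K4me3 (p = 0.0714). For H3K4me1 the difference came from the normal livers, with an index of 0.5046 within normal livers, 0.1285 within AH livers and 0.1354 between groups. For H3K27ac the difference was 0.0627, 0.0661, 0.0785 and 0.056 without normal livers 1, 2, 3 and 4 in turn, and for H3K4me1 it was 0.0765, 0.0916, 0.0777 and 0.0736, none of which passed the permutation test. The highest index of any pair of libraries was 0.752.

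Promoter H3K27ac, the mark of active promoters, was compared to ask which genes were less or more active in AH livers. Of 190 tested promoters of hepatocyte list genes 95 lost H3K27ac, and the genes named first here were among the largest decreases of all promoters. Haptoglobin (HP, chromosome 16, start 72088404), a haemoglobin scavenger secreted by hepatocytes, was covered to 2.54 ± 3.83% in AH livers and 92.3 ± 2.42% in normal livers (adjusted p = 4.02e-06). CYP2C8, a drug-metabolising cytochrome P450, fell from 86.7 ± 3.96% to 4.52 ± 6.49% (adjusted p = 4.93e-06). CREB3L3, a hepatocyte transcription factor of lipid metabolism, fell from 90.2 ± 7.56% to 8.47 ± 9.60%. Other genes among the largest decreases were the transporter SLC22A25 (7.21% against 94.9%), SERPIND1 (heparin cofactor, 2.46% against 88.9%), HPR (6.32% against 87.7%), TRPM1 (10.1% against 94.8%) and CDK3 (0.780% against 86.3%). In all, 845 of 12856 tested promoters fell and 19 rose. Relative to the mean of each library 1044 fell and 678 rose, and with equal list lengths 766 and 277. Every AH liver lay on one side of every normal liver at 1560 of the 12856 (12.1%, against 1.59% by chance), 730 of the 864 changed ones among them. Among those that rose, 4 genes met the naming rule: BHLHE22, a transcription factor (37.5 ± 21.1% against 4.36 ± 5.17%), the sphingosine phosphatase gene SGPP2 (29.8 ± 21.2% against 0%), the cation channel gene TRPC4 (28.9 ± 19.5% against 0%) and VGLL4, a cofactor of TEAD factors (18.5 ± 10.3% against 0%). The direction of VGLL4 turned at the start of its canonical transcript, where the mean dropped by 8.70 percentage points. Of all 12856 promoters 0 were called with flow cell as a term in limma (530 lower and 29 higher at an unadjusted p under 0.05). Without the pair on the shared flow cell 552 fell and 40 rose. The number that fell was 497 without normal liver 4 and 1281 without AH liver 5. The number that rose was 7, 5, 0, 3, 70, 2, 207 and 12 without normal livers 1, 2 and 4 and AH livers 1, 2, 3, 4 and 5.

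The 25 gene lists fixed before the data were examined placed this loss in hepatocyte functions. Of 38 cytochrome P450 and drug metabolism genes, 22 fell and 0 rose (34 fell adjusted over the list alone). Mean coverage was 12.1 ± 7.21% in AH livers and 49.1 ± 7.22% in normal livers. CYP2A6, which oxidises nicotine, fell from 80.5 ± 14.7% to 1.53 ± 2.15%, and CYP2B6 from 83.3 ± 4.67% to 5.75 ± 6.65%. Of 39 secreted proteins of the hepatocyte 26 fell (33 adjusted over the list alone, list mean 24.1 ± 14.4% against 67.8 ± 5.11%). Among them were ALB (albumin, 2.25 ± 3.31% against 76.8 ± 8.42%), AHSG (fetuin-A, 4.43 ± 7.92% against 85.2 ± 2.78%) and SERPINC1 (antithrombin, 14.6 ± 17.7% against 91.9 ± 5.99%). Acute phase genes fell at 10 of 16 promoters (11 adjusted over the list alone, list mean 22.6 ± 13.2% against 59.2 ± 6.08%). They included HAMP, the iron hormone hepcidin (0% against 68.8 ± 32.7%), and ORM1 (19.7 ± 13.2% against 77.2 ± 8.50%). Of the urea cycle, amino acid and glucose metabolism genes 12 of 24 fell (19 adjusted over the list alone, list mean 18.7 ± 11.8% against 49.2 ± 4.27%). These included PCK1, the key enzyme of gluconeogenesis (18 ± 14.9% against 95.3 ± 1.68%), and MAT1A, which makes S-adenosylmethionine (15.6 ± 19.3% against 91.9 ± 4.66%). Bile acid genes fell at 9 of 21 promoters (14 adjusted over the list alone, list mean 22.5 ± 11.7% against 50.5 ± 3.53%). The bile acid importer SLC10A1 had 8.14 ± 14.6% against 72.4 ± 5.77%. Lipid and peroxisomal genes fell at 9 of 29 promoters (14 adjusted over the list alone, list mean 33.8 ± 12.7% against 61.1 ± 4.06%). The fatty acid carrier FABP1 had 0.650 ± 1.45% against 76.9 ± 23.8%. Hepatocyte transcription factors fell at 8 of 26 promoters (10 adjusted over the list alone, list mean 42.3 ± 18.1% against 68.7 ± 4.34%). NR1I3, the xenobiotic receptor CAR, had 6.68 ± 10.9% against 61.1 ± 9.19%. Each of these 7 lists lay lower in all 5 AH livers than in all 4 normal livers (exact permutation p = 0.0159, the smallest possible, adjusted p = 0.0418 over 100 tests of list and mark). The adjusted p depends on how many lists of any mark reached this p. Of those, 19 were H3K4me1 lists, a mark with 3 short AH libraries, so passing rests partly on them. Over the 7 lists, 95 of 190 tested genes fell and 0 rose, against 86 fallen with peak lists of equal length.

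Of the markers of other liver cells, only the endothelial list passed for H3K27ac. It fell at 12 of 23 promoters (1 higher and 17 lower adjusted over the list alone). The list mean was 14.1 ± 8.37% against 37.3 ± 5.83% (exact permutation p = 0.0159, adjusted p = 0.0418). Among the fallen were the sinusoidal genes OIT3 (0% against 58.8 ± 14.4%), FCN3 (3.07 ± 6.87% against 61.6 ± 11.9%) and FCN2 (0% against 50.4 ± 14.6%). Cholangiocyte and ductular markers had a mean of 35.4 ± 20.2% in AH livers and 20.8 ± 6.52% in normal livers (adjusted p = 0.291, exact permutation). The keratin gene KRT23 rose from 4.64 ± 5.75% to 51.5 ± 31.2% (adjusted p = 0.0284), the only 1 of 22 ductular markers to pass, over all genes and adjusted over the list alone. With equal list lengths, a setting that leaves out the short library of AH liver 4, 8 ductular markers rose, among them KRT7 (63.4 ± 41.7% against 29 ± 26.2% at full length) and KRT19 (35.0 ± 29.5% against 3.94 ± 2.69%), both keratins of the bile duct. HKDC1, a hexokinase family gene named after its values were seen, rose from 2.58 ± 5.16% to 49.5 ± 31.3% (adjusted p = 0.0275).

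Inflammatory and stromal lists did not pass for H3K27ac. TNF and NF-kB response genes (52.4 ± 13.8% against 56.7 ± 2.45%) fell at 1 of 32 promoters, and leukocyte adhesion genes (30.0 ± 13.5% against 35.5 ± 5.32%) at 2 of 28, CDH5 and C5AR1. Interferon response genes (38.4 ± 15.2% against 50.6 ± 5.11%) fell at 1 of 24 (2 adjusted over the list alone), the ISG15 protease gene USP18 (19.9 ± 11.5% against 52.6 ± 7.2%). TGF-beta and fibrosis genes (46.3 ± 20.2% against 47.1 ± 3.92%) changed at 0 of 27, against 5 that rose with equal list lengths, and stellate cell markers (33.9 ± 17.1% against 36.5 ± 3.98%) fell at 1 of 20, RELN. Macrophage (31.0 ± 15.6% against 35.4 ± 4.63%), neutrophil (20.6 ± 12.1% against 17.2 ± 6.83%), T and NK cell (24.8 ± 16.2% against 24.7 ± 7.48%) and B and plasma cell (17.6 ± 8.61% against 20.8 ± 3.46%) markers changed at 0 of 18, 21, 24 and 10 promoters. Erythroid markers (1.63 ± 1.19% against 3.77 ± 0.673%) fell at 1 of 3, TAL1, cell cycle genes (16.5 ± 7.09% against 20.1 ± 1.5%) at 1 of 23, Polycomb developmental genes (0.640 ± 0.422% against 0.801 ± 0.126%) at 0 of 2 and ubiquitous reference genes (43.8 ± 12.9% against 52.0 ± 2.27%) at 0 of 25. The signs of the TNF, leukocyte adhesion, TGF-beta, stellate, macrophage and B cell list means turned positive with equal list lengths. For H3K27ac 9 of the 25 lists were lower and 0 higher, but with any 1 library left out the smallest possible p no longer passed over 100 tests, so 0 were called. With equal list lengths the lowest adjusted p was 0.102 (exact permutation), in a design where a list could pass only if nearly all lists of 3 marks did. By camera with a preset correlation, which compares a list with the other promoters, 6 lists were up and 8 down for H3K27ac, 11 and 6 for H3K4me3, 0 and 7 for H3K4me1 and 6 and 2 for H3K27me3. None of these camera calls passed with an estimated correlation (lowest adjusted p = 0.335). In ubiquitous reference genes that correlation was 0.817 for H3K27ac, 0.744 for H3K4me3 and 0.575 for H3K4me1. In cytochrome P450 genes it was 0.275 for H3K27ac, and their camera adjusted p went from 9.7e-22 to 0.335. With correlations this high, in reference genes too, a list could hardly pass. For these marks not passing therefore decides nothing, and the preset calls stay open. Camera ranks a list against the other promoters, so it called the CXCL chemokines up for H3K4me3 although their mean was lower. The mean was lower and the median tested member higher for CXCL neighbours and stellate markers in H3K27ac and for neutrophil, erythroid and Polycomb developmental genes in H3K4me3.

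**Figure D2:**
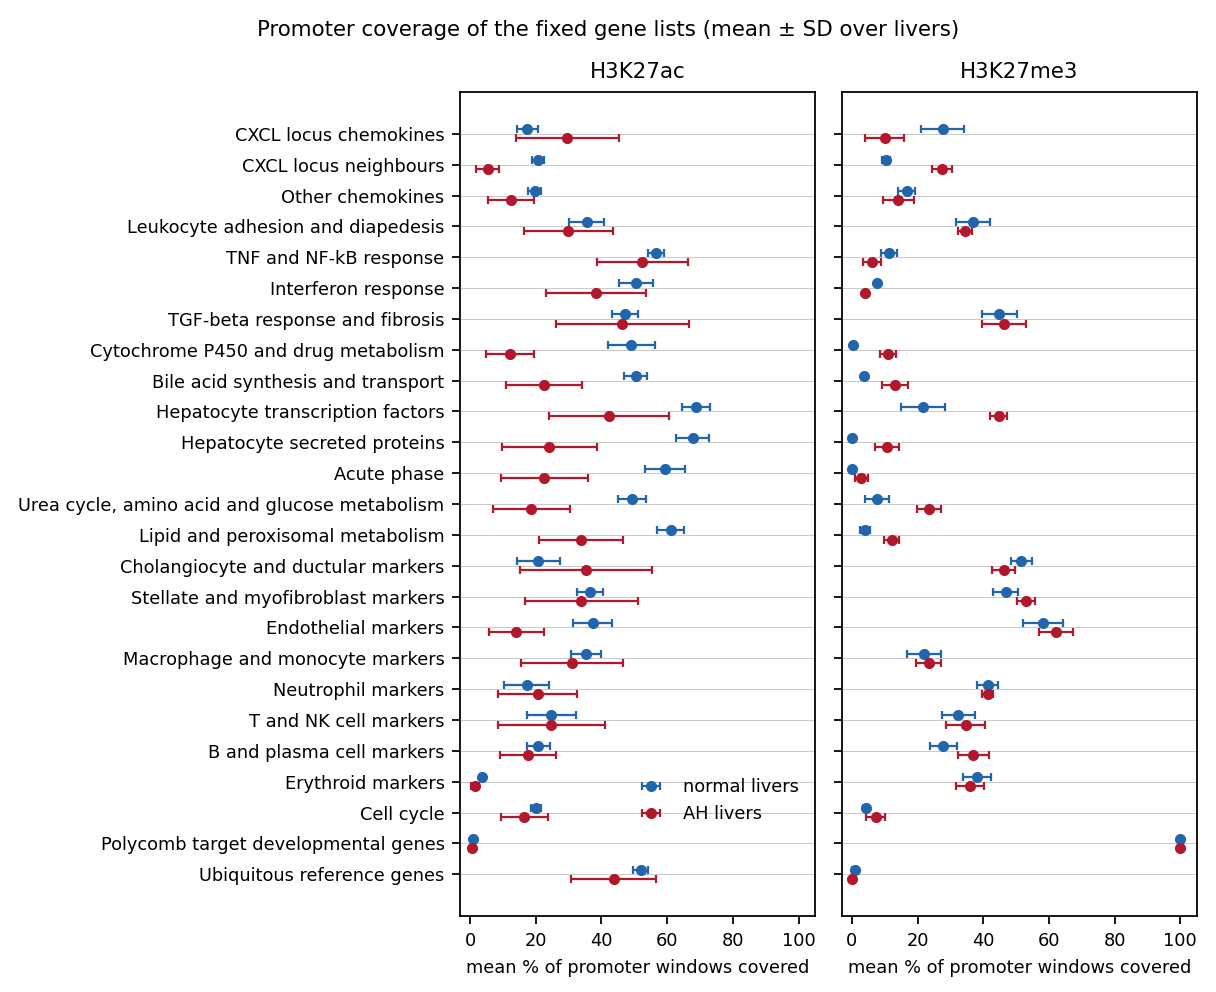
Mean promoter coverage (percent of the promoter window) of the fixed gene lists for H3K27ac and H3K27me3, as mean ± SD over the AH and over the normal livers. Cytochrome P450 promoters carried H3K27ac over 12.1 ± 7.21% in AH livers and 49.1 ± 7.22% in normal livers.

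Away from promoters, 13688 of 102960 distal H3K27ac regions fell and 416 rose. Relative to the mean of each library 10263 fell and 8180 rose, and without the short library 14137 and 3920. Examples of regions listed in all 4 normal livers and in 0 AH livers lay within DCAF6 (chromosome 1, 167936967 to 167938010, 0% against 97.8 ± 0.254%) and within TIE1, an endothelial receptor (chromosome 1, 43778594 to 43779594, 0% against 97.0 ± 2.19%). Regions that rose lay within CDH17, an intestinal cadherin gene (chromosome 8, 95177465 to 95177878, 72.0 ± 31.8% against 0%), within IRAG1 (chromosome 11, 10681384 to 10681724, 76.7 ± 15.3% against 0%) and 321.1 kb from SEPTIN9 (chromosome 17, 75597797 to 75598395, 70.6 ± 26.1% against 0%). Of all 123478 regions, proximal ones included, 454 rose and 15164 fell. With flow cell as a term in limma 0 regions were called (772 higher and 8538 lower at an unadjusted p under 0.05). The number of regions that rose lay between 7 and 167 without each of normal livers 1 to 4 and AH livers 1 to 3, and was 4453 without AH liver 4. The number that fell was 5258 without normal liver 4 and 7673 without AH liver 2.

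The CXCL chemokine cluster on chromosome 4 was examined because the study placed an enhancer of these neutrophil attractants beside CXCL8. In the 75 kb upstream of CXCL8 (74531236 to 74606235), H3K27ac peaks covered 10.6 ± 7.35% in AH livers and 2.13 ± 1.56% in normal livers (exact permutation p = 0.0635, adjusted p = 0.254, n = 5 and 4). The AH livers ranged from 0.213%, in the short library of AH liver 4, to 18.1%. The normal livers ranged from 0.208 to 3.65%. With equal list lengths the other 4 AH livers had 11.6 ± 4.22% and the normal livers 1.21 ± 1.14%, with every AH liver above every normal one (exact permutation p = 0.0286, the smallest possible with 4 against 4, adjusted p = 0.114). Of 17 H3K27ac regions that overlap this stretch, 1 of them (74605247 to 74608082) mostly past the start of CXCL8, 4 were listed in 3 or more AH livers and in no normal liver. Of the 17, 0 were listed in more normal than AH livers. One region rose after adjustment over all regions, 30.6 kb upstream of CXCL8 (74575423 to 74575644, 67.8% against 0%, 4 of 5 AH and 0 of 4 normal livers, adjusted p = 0.0203). Without AH liver 4, 7 of the 17 did, the region over the start among them (adjusted p = 0.0323). The longest, 5035 bp at 74595957, was covered to 67.8% against 19.4% (adjusted p = 0.0886). H3K4me1 covered 0.756 ± 1.21% against 0.450 ± 0.561% of the stretch (exact permutation p = 0.873), with 0 of 3 regions changed. Without the 3 short libraries, each at 0%, AH livers were higher by 1.44 percentage points (adjusted p = 0.533, exact permutation, 2 against 4 livers). H3K4me3 and H3K27me3 were listed at 0 in every liver. In the pair on the shared flow cell, H3K27ac covered 6.89% in the AH liver and 0.208% in the normal liver.

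At the CXCL promoters themselves, H3K27ac was 38 ± 25.4% against 4.98 ± 7.76% at CXCL8 (adjusted p = 0.0666) and 37.7 ± 21.8% against 9.18 ± 5.47% at CXCL6 (adjusted p = 0.0744). It was 57.5 ± 30.6% against 34.9 ± 17.8% at CXCL1 (adjusted p = 0.388) and 12.6 ± 9.16% against 0% at CXCL5 (adjusted p = 0.0787). CXCL3 had 30.2 ± 12.4% against 15.5 ± 4.84%, PF4V1 18.5 ± 17.2% against 0% and CXCL2 71.9 ± 29.3% against 92.2 ± 3.42%. Of these 7 chemokine promoters 0 passed over all genes tested and 4 rose adjusted over the list alone (list mean 29.6 ± 15.7% against 17.4 ± 3.25%, exact permutation p = 0.175). In lists of equal length 4 rose over all genes tested. PF4 and PPBP, the platelet chemokines of the cluster, had no H3K27ac peak. For H3K27me3 the same list was lower, 10 ± 6.03% in AH livers against 27.6 ± 6.52% in normal livers (exact permutation p = 0.0159, adjusted p = 0.0418). CXCL1 was listed at 0% in all AH livers against 49.9 ± 36.8%, PF4 had 39 ± 37.9% against 92.3 ± 8.08% and CXCL5 41.0 ± 38.5% against 87.5 ± 8.68%. No single chemokine passed for H3K27me3 over all genes, and 2 of 4 fell adjusted over the list alone. H3K4me3 at CXCL2 fell from 62.5 ± 1.48% to 39.9 ± 13.2%, 1 of 8 tested promoters (0 adjusted over the list alone; list mean 14.7 ± 5.07% against 19.2 ± 3.19%). Among the neighbouring genes H3K27ac fell at 3 of 8 (3 adjusted over the list alone), the hepatocyte genes ALB, AFM (0% against 66.8 ± 11.3%) and AFP (0% against 21.1 ± 17%). Their list mean was 5.40 ± 3.53% against 20.6 ± 1.74% (adjusted p = 0.0418, exact permutation), although the median member difference had the opposite sign, 1.59 percentage points. H3K27me3 rose at 2 of 3 neighbours (2 adjusted over the list alone), the growth factor gene BTC (98.3 ± 3.72% against 0%) and RASSF6 (61.7 ± 20.7% against 0%). The list mean was 27.6 ± 3.07% against 10.5 ± 1.3% (exact permutation p = 0.0159), and RASSF6 did not pass with equal list lengths. Other chemokines fell at 3 of 17 H3K27ac promoters (1 higher and 7 lower adjusted over the list alone), namely CCL16, CCL15 and CCL3 (16.2 ± 15.0% against 48.9 ± 10.9%). The list mean was 12.5 ± 7.14% against 19.7 ± 1.99% (adjusted p = 0.113, exact permutation).

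**Figure D3:**
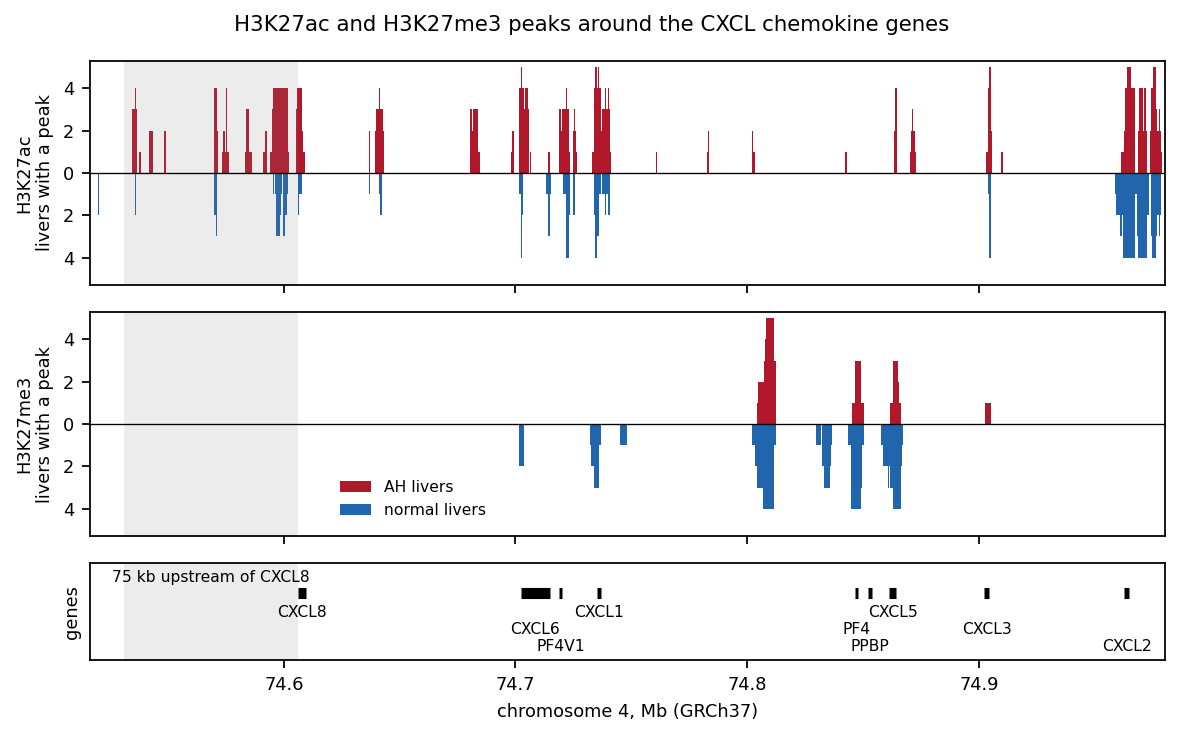
Number of AH livers (upward) and normal livers (downward) with an H3K27ac or H3K27me3 peak along chromosome 4 from upstream of CXCL8 to CXCL2. H3K27ac covered 10.6 ± 7.35% of the 75 kb upstream of CXCL8 in AH livers and 2.13 ± 1.56% in normal livers.

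H3K27me3 was compared to ask which genes gained or lost Polycomb silencing in AH livers. Of 6185 tested promoters 506 changed, 393 of them upward. Complete separation of the livers occurred at 608 of the 6185 (9.83%, against 1.59% by chance), 493 of the 506 changed ones among them. Mean island width was 8379 ± 1585 bp in AH and 8182 ± 666.5 bp in normal livers, wider than the 4 kb window, so coverage tended to be all or none. At some promoters the called coverage switched fully: 63 went from 0% in all normal livers to 100% in all AH livers, and 14 went the other way. Among the former were CCN1, a matricellular protein of tissue repair, CADM1, a cell adhesion molecule, the adrenergic receptor gene ADRA1A, AMOTL2, a regulator of the Hippo pathway, and AK4, ADAMTSL2, ARHGEF10L, BCL2L10, BOK and CCT3 (100% against 0%, adjusted p = 8.79e-06 each). At the canonical start BOK no longer passed and CCT3 was not tested. EGFR, the epidermal growth factor receptor gene, GLDC, the glycine cleavage enzyme gene, and NR2F2, a nuclear receptor gene, all named after their values were seen, were also at 100% against 0%. Among the promoters that went from 100% to 0% were KRT23, the interferon-induced antiviral gene MX2, PLAUR, the urokinase receptor, S100A6, a calcium-binding protein, ABCC1, an efflux pump, FXYD2, a subunit of the sodium pump, CCN3, GRK3, NFE2L3 and RTN2. With flow cell as a term in limma, 432 rose and 223 fell, of which 208 and 55 were also called in the same direction without that term. Without the pair on the shared flow cell 350 rose and 134 fell. In that pair, 308 of the 350 were higher in the AH liver, 2 were lower and 40 were equal, and 89 of the 134 were lower in the AH liver.

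H3K27me3 was higher over 6 of the 7 hepatocyte lists, with 13 of 45 tested promoters risen, and acute phase genes did not pass (0 of 1 changed, adjusted p = 0.126, exact permutation). Hepatocyte transcription factors had a mean of 44.7 ± 2.53% in AH livers and 21.7 ± 6.63% in normal livers. Of 13 tested 3 rose (3 adjusted over the list alone), the glucocorticoid-responsive factor KLF15 (100% against 0%), NR5A2, the nuclear receptor of bile acid synthesis (96.0 ± 8.94% against 0%), and HNF4G (94.8 ± 7.77% against 0%). Cytochrome P450 genes (11.1 ± 2.37% against 0.337 ± 0.674%) rose at 3 of 6 promoters (4 adjusted over the list alone). These were CYP1A1 (86.5 ± 11.7% against 0%), CYP2J2 (78.1 ± 6.71% against 0%) and CYP2A6 (76.2 ± 9.35% against 12.8 ± 25.6%). Secreted proteins (10.8 ± 3.60% against 0.000457 ± 0.000914%) rose at 2 of 7 (4 adjusted over the list alone), the retinol carrier RBP4 and transferrin, TF (100% against 0% for both). Urea cycle, amino acid and glucose metabolism genes (23.6 ± 3.62% against 7.70 ± 3.55%) rose at 3 of 8 (5 adjusted over the list alone), including the urea cycle enzyme ASS1 (96.7 ± 6.59% against 0%) and NAGS, which makes its activator (100% against 24.9 ± 33.0%). Bile acid genes (13.0 ± 3.98% against 3.74 ± 0.299%) rose at 1 of 4 (2 adjusted over the list alone), the transporter ABCC3 (96.7 ± 7.41% against 0%). Lipid genes (12.2 ± 2.24% against 3.91 ± 1.56%) rose at 1 of 6 (2 adjusted over the list alone), the acyl-CoA dehydrogenase ACADL (89.6 ± 7.97% against 0%). B and plasma cell markers (37 ± 4.71% against 27.9 ± 4.16%) rose at 1 of 12, SDC1, a syndecan also made by hepatocytes (100% against 8.75 ± 17.5%). Each of these lists had an exact permutation p of 0.0159 and an adjusted p of 0.0418. As for H3K27ac, that adjusted p rests partly on the 19 H3K4me1 lists at the same p. Interferon response genes reached the same p and were lower (4% in every AH liver against 7.70 ± 0.6%, 1 of 2 promoters fallen, MX2). With any 1 library left out no list p could pass over 100 tests. The lipid list mean turned relative to the mean of each library.

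The other lists did not pass for H3K27me3. In TGF-beta and fibrosis genes (46.3 ± 6.77% against 44.9 ± 5.28%) members moved both ways: CCN1, CCN2 (92.9 ± 8.92% against 0%) and FN1, fibronectin (92.0 ± 11.6% against 0%), rose, and VIM, vimentin of mesenchymal cells (10.2 ± 22.8% against 100%), fell. These were 3 higher and 1 lower of 19 (3 and 2 adjusted over the list alone). TNF and NF-kB genes (6.03 ± 2.72% against 11.3 ± 2.33%, exact permutation p = 0.0317, adjusted p = 0.0687) fell at 1 of 7, PLAUR (2 adjusted over the list alone). LIF had 20.0 ± 44.7% against 100% (adjusted p = 0.0676). Ductular markers (46.2 ± 3.43% against 51.6 ± 3.13%, adjusted p = 0.0866, exact permutation) fell at 1 of 16, KRT23. Stellate markers (52.9 ± 2.77% against 46.8 ± 3.75%, adjusted p = 0.0687, exact permutation) changed at 0 of 12. Endothelial (62.1 ± 5.04% against 58.2 ± 5.98%), macrophage (23.4 ± 3.76% against 22.1 ± 5.17%), neutrophil (41.3 ± 1.77% against 41.4 ± 3.19%) and T and NK cell (34.7 ± 5.85% against 32.4 ± 4.95%) markers changed at 0 of 18, 9, 15 and 15 promoters. Other chemokines (14.2 ± 4.77% against 16.8 ± 2.57%) and leukocyte adhesion genes (34.4 ± 2.25% against 37 ± 5.12%) changed at 0 of 7 and 13. The cell cycle gene CCND1 (93.5 ± 7.11% against 0%) rose, 1 of 4 in its list (7.33 ± 2.87% against 4.23 ± 0.769%). Erythroid markers (36.1 ± 4.32% against 38.2 ± 4.28%) had EPB42 higher (68.6 ± 11.4% against 9.90 ± 19.8%) and the fetal globin gene HBG1 lower (0% against 43.6 ± 17.3%). The acute phase list (2.94 ± 1.98% against 0%) had 0 of 1 changed, ubiquitous genes (0.0605 ± 0.135% against 0.961 ± 0.901%) 0 of 1, and all 46 Polycomb developmental genes were covered to 100% in every liver.

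H3K27me3 regions away from promoters also moved both ways, with 888 of 30651 distal regions higher and 1869 lower. An island inside CCR3, the eotaxin receptor gene (chromosome 3, 46306401 to 46315000), covered 97.1 ± 3.49% of the region in normal livers and was listed in no AH liver. Islands gained in AH livers lay 4.31 kb from SLC13A5, the hepatic citrate transporter gene (chromosome 17, 6621001 to 6628000, 91.4 ± 8.33% against 0%), and 108.9 kb from BUD13 (chromosome 11, 116528001 to 116534800, 91.8 ± 7.89% against 0%). Of all 36208 regions 1575 rose and 2111 fell. With flow cell as a term in limma 40 rose and 19 fell. The number that rose was 975, 926, 980 and 986 without normal livers 1 and 4 and AH livers 1 and 4. The number that fell was 857, 545, 1217 and 1286 without normal livers 1 and 4 and AH livers 1 and 2.

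H3K4me3, the mark of promoters in use, was narrower across much of the genome in AH livers. APOC2, an apolipoprotein that activates lipoprotein lipase, fell from 98.1 ± 2.09% to 15.7 ± 14.6%, the metallothionein gene MT1H from 85.5 ± 5.96% to 8.15 ± 6.01%, and SLC2A2, the hepatic glucose transporter, from 87.3 ± 1.28% to 16 ± 18.2%. SLC22A25 (10.4% against 95.5%), ITIH4 (19.4% against 96.5%), MT1G (13.6% against 89.9%), FXYD1 (10.8% against 87.5%), TPRG1 (23.4% against 94.6%), ITIH1 (11.5% against 76.6%) and IGF2 (17.1 ± 15.5% against 94.0 ± 2.76%) fell as well. IGF2 had a mean higher by 11.9 percentage points in AH livers at its canonical start. The promoters that rose included AKR1B10, an aldo-keto reductase (17.5 ± 11.4% against 0%), ACOT1, an acyl-CoA thioesterase (18 ± 13% against 0%), USH1C (15.9 ± 8.98% against 1.24 ± 2.15%) and PDPN, podoplanin (14.4 ± 8.93% against 0%). KRT19 (26 ± 11% against 7.67 ± 6.85%), B3GNT3 (20.0 ± 11.9% against 0%) and HKDC1 (20.1 ± 11.5% against 3.12 ± 5.40%) rose too, named after their values were seen. Of 13953 tested promoters 10 rose and 5478 fell. The livers separated completely at 5901 of the 13953 (42.3%, against 3.57% by chance), which include 4559 of the 5488 changed ones. The median promoter difference was −0.142 as a fraction of the window. Relative to the mean of each library 1462 rose and 1818 fell. With flow cell as a term in limma 0 rose and 38 fell, and without the pair on the shared flow cell 2 rose and 705 fell. The number that fell was 1611, 969 and 3561 without normal livers 2 and 3 and AH liver 2. The number that rose was 3, 0, 2, 4, 63 and 3 without normal livers 1, 2 and 3 and AH livers 1, 3 and 4.

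By gene list, H3K4me3 fell at 133 of 174 promoters of the 7 hepatocyte lists. In cytochrome P450 genes (7.48 ± 5.37% against 38.6 ± 2.26%) 31 of 34 fell, and in secreted proteins (13.2 ± 8.37% against 48.0 ± 3.69%) 32 of 34. In acute phase genes (9.16 ± 4.20% against 32.9 ± 4.88%) 10 of 12 fell, and in bile acid genes (16 ± 6.95% against 43.1 ± 1.81%) 18 of 22. Urea cycle, amino acid and glucose genes (21.6 ± 6.83% against 45.2 ± 3.87%) fell at 15 of 23, lipid genes (27.7 ± 7.41% against 47.0 ± 4.41%) at 14 of 27 and hepatocyte transcription factors (40.3 ± 10% against 61.5 ± 5.51%) at 15 of 25. Adjusted over the list alone these counts were 32, 33, 10, 18, 17, 15 and 17. The ceruloplasmin gene CP (3.23 ± 3.28% against 50.4 ± 6.05%) and GYS2, liver glycogen synthase (1.55 ± 3.47% against 50.2 ± 2%), were among them. Interferon response genes (25.8 ± 6.70% against 43.2 ± 11%) fell at 9 of 23 (10 adjusted over the list alone), including STAT2 (38.7 ± 15.3% against 83.2 ± 9.47%). Ubiquitous reference genes (39.3 ± 6.97% against 54.8 ± 7.24%) fell at 9 of 26 (8 adjusted over the list alone), including RPS18 (41.3 ± 4.51% against 67.6 ± 5.51%). Of the 25 lists 0 passed (8 at an unadjusted p under 0.05), with a lowest adjusted p of 0.0687 reached at the smallest exact p that 5 against 3 livers allow. Relative to the mean of each library 15 of the 25 list means turned, none of them a hepatocyte list. The counts of fallen promoters in the other lists were 1 of 5 CXCL neighbours, 5 of 9 other chemokines, 2 of 22 leukocyte adhesion, 3 of 30 TNF and NF-kB, 3 of 24 TGF-beta, 2 of 19 stellate, 5 of 19 endothelial, 1 of 14 macrophage, 2 of 11 neutrophil, 1 of 18 T and NK cell, 3 of 10 B and plasma cell, 1 of 5 erythroid, 4 of 26 cell cycle and 0 of 46 Polycomb developmental genes. Among the 20 ductular markers KRT19 rose and CLDN1 fell. Distal H3K4me3 regions fell at 1746 of 13794 and rose at 4, for example 18.2 kb from PPARA (chromosome 22, 46525493 to 46528214, 1.56 ± 3.48% against 98.2 ± 0.776%). Of all 31287 regions 8 rose and 5250 fell, and 0 were called with flow cell as a term in limma (22 and 1840 at an unadjusted p under 0.05). The number that fell was 12466, 0, 0, 1321, 0, 2373 and 10753 without normal livers 1, 2 and 3 and AH livers 1, 2, 4 and 5. The number that rose was 2, 0, 0, 0, 0, 152 and 0 without normal livers 1, 2 and 3 and AH livers 1, 2, 3 and 4.

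H3K4me1 promoter coverage passed as lower in AH livers in 19 of the 25 gene lists, and 3 of the 5 AH libraries were short. HAMP fell from 94.5 ± 6.42% to 7.73 ± 10.7%, the inhibitor gene ITIH3 from 93.1 ± 12.2% to 10.8 ± 12.7%. CYP1A2, which oxidises caffeine, fell from 59.7 ± 3.78% to 1.84 ± 4.10%, and the lipid droplet gene PLIN4 from 93.7 ± 5.36% to 8.45 ± 9.77%. CDK3 (5.64% against 100%), MUSTN1 (2.02% against 95.1%), CRYAA (1.06% against 92.8%), CHAD (12.2% against 100%), LAG3 (11.4% against 98.9%), ITGAE (5.77% against 92.8%), CLDN15 (11.6% against 97.0%) and KAT8 (11.8% against 97.0%) had the largest decreases with them. In all 7059 of 13546 promoters fell and 12 rose, and the livers separated completely at 3857 of the 13546 (28.5%, against 1.59% by chance), 3655 of the 7071 changed ones among them. None of the 12 met the naming rule. They included KRT7 (8.72 ± 14.2% against 0%) and the leukocyte gene LAPTM5 (8.18 ± 10.6% against 0%), named after their values were seen. KRT7 had an adjusted p of 0.0626 at the canonical start. Without the short libraries 1134 fell and 24 rose, and relative to the mean of each library 4167 rose and 2251 fell. With flow cell as a term in limma 0 were called (4 higher and 1025 lower at an unadjusted p under 0.05). The number that rose was 2, 5, 3, 1, 7 and 2 without normal livers 1, 2, 3 and 4 and AH livers 4 and 5.

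Across the lists H3K4me1 was lower in 19 of 25 (adjusted p = 0.0418 each, exact permutation), and with any 1 library left out no list p could pass over 100 tests. Relative to the mean of each library, 13 of these 19 turned and 0 passed (lowest adjusted p = 0.0588, exact permutation). A list covered less in normal livers than the library means fell, such as CXCL chemokines at 6.50 ± 2.07%, had to turn. A turn alone therefore decides nothing. With equal list lengths 2 AH livers remained and 0 lists were lower at an unadjusted p under 0.05. The smallest possible exact permutation p was then 0.133. The hepatocyte lists fell at 138 of 172 promoters, against 27 with equal list lengths. The counts were 26 of 30 cytochrome P450, 34 of 37 secreted protein, 14 of 16 acute phase, 13 of 17 bile acid, 20 of 25 transcription factor, 14 of 20 urea cycle and 20 of 30 lipid genes. Immune and stromal lists fell too: 16 of 29 TNF and NF-kB, 12 of 20 interferon, 15 of 20 TGF-beta, 11 of 17 leukocyte adhesion, 8 of 10 other chemokine and 4 of 5 CXCL chemokine genes. So did 3 of 6 CXCL neighbour, 6 of 12 macrophage, 5 of 8 T and NK cell, 8 of 11 B and plasma cell, 16 of 20 ductular and 14 of 26 cell cycle genes, all in lists that passed. In 6 lists that did not pass, 8 of 13 stellate, 7 of 14 endothelial, 6 of 9 neutrophil, 0 of 4 erythroid, 27 of 43 Polycomb developmental and 9 of 24 ubiquitous genes fell. CXCL2 had 4.07 ± 5.62% against 26.9 ± 2.88% and the monocyte gene CD14 6.39 ± 10.7% against 43.9 ± 16%. Distal H3K4me1 regions fell at 43688 of 103679 and rose at 80, with a region in CD82 (chromosome 11, 44634415 to 44638551) at 0% against 98.5 ± 2.60%. A region in GLIPR2 (chromosome 9, 36148064 to 36148748) rose (55.5 ± 26.7% against 16.3 ± 18.8%). Of all 127811 regions 90 rose and 54119 fell, and 0 were called with flow cell as a term in limma (170 and 22304 at an unadjusted p under 0.05). The number that rose was 31, 44, 24, 247, 29 and 25 without normal livers 1, 2 and 4 and AH livers 3, 4 and 5.

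The marks were then set against each other promoter by promoter, to ask whether loss of active marks went with gain of the silencing mark. Loss of H3K27ac and gain of H3K27me3 met at the same promoters more often than independent changes would. Among 2806 promoters tested for both marks 67 did both, against 26.9 expected (odds ratio 3.62, adjusted p = 2.75e-13, Fisher's exact test across genes, which are not independent replicates). CYP2A6, the nuclear receptor gene NR5A2 and the urea cycle gene NAGS were among the 47 that did both with equal list lengths. Loss of H3K4me3 went with gain of H3K27me3 at 140 promoters of 4344 (52.1 expected, odds ratio 4.6, adjusted p = 9.12e-33, Fisher's exact test). Promoters without an island in normal livers were tested for H3K27me3 only because of AH livers, which can raise both overlaps. For H3K4me1 loss and H3K27me3 gain, 217 promoters stood against 211.4 expected (odds ratio 1.09, adjusted p = 0.751, Fisher's exact test), and with equal list lengths, without the short libraries, 21 against 12.2 (odds ratio 1.91, adjusted p = 0.0266, Fisher's exact test). Loss of H3K4me3 went with loss of H3K27ac at 558 of 12073 (337.2 expected, odds ratio 3.81, adjusted p = 3.74e-62, Fisher's exact test). The reverse switch, gain of H3K27ac and loss of H3K27me3, was called at 2 promoters, KRT23 and HKDC1 (0.539 expected, adjusted p = 0.199, Fisher's exact test). It was called at 17 with equal list lengths (5.52 expected, odds ratio 3.93, adjusted p = 6.96e-05, Fisher's exact test), PLAUR and the calcium-binding gene S100A11 among them. HKDC1 was the 1 promoter that gained both H3K4me3 and H3K27ac, but with equal list lengths B3GNT3, KRT19 and USH1C did so and HKDC1 did not. In all 24 pairs of changes were tested. Within single livers, 1623 ± 596 promoters in AH livers and 1259 ± 262 in normal livers carried peaks of both H3K27ac and H3K27me3 (exact permutation p = 0.317, n = 5 and 4), 0.508 ± 0.113 and 0.437 ± 0.0503 of the number expected of independent lists. At equal list lengths the AH livers, without AH liver 4, had 634 more such promoters than the normal livers (exact permutation p = 0.0286).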

Values the study reported

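From RNA sequencing of AH and normal livers, the study reported 950 genes with higher and 761 with lower expression in AH. Of these, it described 396 of the 950 and 512 of the 761 as having histone marks that moved in the matching direction. A gene counted there if any single mark at its promoter, or H3K27ac at its nearest distal region, changed in read counts. That rule differs from the promoter coverage used here. In cultured liver endothelial cells it described a region of about 75 kb beside CXCL8 that contacted the CXCL1 promoter after TNF stimulation, with more H3K27ac and H3K4me1 there in AH livers. The study also stated that H3K27ac of this region stayed below its super-enhancer cutoff in AH livers, which it put down to likely mixed cell types. In the cultured endothelial cells the region passed that cutoff.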

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

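The tests of list length, flow cell and cell composition for the hepatocyte and Polycomb patterns, and of list length and flow cell for CXCL8, were chosen after the results were seen, whereas the regroupings and the marker test for CXCL8 were planned.

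The first pattern was the loss of H3K27ac at hepatocyte genes in AH livers, where 95 of 190 tested promoters fell. Shorter peak lists of the AH libraries as the whole cause are argued against, since 83.16% of the 95 were also lower with lists of equal length. That setting leaves out AH liver 4 and does not equalise the bases covered, 40.1 to 59.7 Mb in AH and 58.4 to 69.5 Mb in normal livers. Narrower peaks of the AH libraries are thus not tested by it. A lower share of hepatocytes alone would raise the markers of all other cells alike. With equal lengths ductular markers differed by +25.37 and endothelial markers by −17.73 percentage points, 43.11 apart (exact permutation p = 0.0286). Both lists were picked after their values were seen, and each already separated the groups, in opposite directions. Their difference had to reach this p, which therefore decides nothing. Lower endothelial markers run against this explanation. Erythroid markers (−1.803) rest on 3 tested promoters of 16 genes, with little coverage in any liver, and say little. Stellate (+7.187), neutrophil (+9.03), macrophage (+4.041), T and NK cell (+6.782) and B and plasma cell markers (+2.201) were higher. Their unadjusted exact permutation p were 0.257, 0.0571, 0.2, 0.4 and 0.429, so none of these 5 rises passed. A lower share of hepatocytes thus stays open. Flow cell cannot be told apart from disease, because only 1 liver of each group shared one, although 99.63% of the promoters that fell without this pair and differed in it were lower in its AH liver, against 74.8% of all tested promoters. A change of hepatocyte promoters in disease may add to a change of cell composition and stays a hypothesis.

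The second pattern was the gain of H3K27me3 at promoters in AH livers. Longer H3K27me3 lists in AH would need more islands per list, and AH lists differed by −4713 islands (exact permutation p = 0.175), which runs the other way without passing. All 5 AH livers touched more promoters (4930 to 5466) than any normal liver (3862 to 4731). Their lists held 27810 to 34366 islands, against 29564 to 43371 in normal livers. These values argue against longer AH lists as the source of the higher number of promoters touched. At equal lengths 387 promoters rose, 370 of them among the 393 of the full lists, but that setting shortens the normal lists more and decides nothing alone. Flow cell cannot be told apart here either, with 1 liver of each group on the shared flow cell. Of the promoters that rose without that pair and differed in it, 99.35% were higher in its AH liver, against 64.2% of all tested promoters. With flow cell as a term, where the difference rests on that pair, 432 rose, but only 208 of them were among the 393. A change in cell composition was not tested for this mark and stays open, as does a gain of Polycomb silencing in hepatocytes, which these values may reflect.

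The third pattern was the higher H3K27ac upstream of CXCL8 in AH livers, which did not pass with all livers. Longer lists of the AH libraries are argued against, since these lists held fewer peaks (−37769, exact permutation p = 0.0317). Infiltrating neutrophils and macrophages could be a source, but their promoter H3K27ac does not decide it: with equal lengths the mean of the marker lists was higher by 6.535 percentage points (exact permutation p = 0.0857), neutrophil markers by 9.03 (p = 0.0571) and macrophage markers by 4.04 (p = 0.2), all by exact permutation. Flow cell cannot be told apart from disease, since it rests on 1 AH liver, whose coverage lay 3.247 percentage points above the highest normal liver.

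For the totals of changed promoters and regions, the real split gave more than every other split drawn, except for H3K4me1 promoters. For the totals other than H3K4me1 promoters, chance is argued against only as far as a rank of 1 in 56 or 1 in 100 splits allows. Ranks were not adjusted over the marks, and 100 of the 126 possible splits were drawn for all marks but H3K4me3. For H3K27me3 promoters 506 changed against 97 in the highest other split and for regions 3686 against 450. H3K27ac gave 864 against 86 and 15618 against 0, and H3K4me3 5488 against 133 and 5258 against 1156. H3K4me1 regions gave 54209 against 25698. For H3K4me1 promoters, 2 of 100 splits gave as many as the real 7071, and the other, with 7994, exchanged 1 AH and 1 normal liver, so the livers hold a structure for this mark besides the groups. Taken alone, the rises were matched by other splits for 2 marks, and chance cannot be excluded for the 10 H3K4me3 promoters (3 of 56 splits gave as many), the 8 H3K4me3 regions (4 of 56, the highest other 1156) and the 12 H3K4me1 promoters (5 of 100, the highest other 4837) that rose. For H3K4me1 regions 90 rose, against 25686 in the highest other split, with 2 of 100 splits giving as many.

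Among the normal livers, 1 value was flagged as apart from the others in 7 of over 100 groups of values tested. Chance gives about 1 in 20, so the number of flags is close to that of chance and singles out no liver. In the H3K27me3 lists below, the other normal livers were tied, so any differing value was flagged, however small. Mean H3K27ac peak width was 625.4 bp in 1 normal liver and between 564.2 and 573.2 bp in the others. H3K4me1 over the TGF-beta list was 18.07% in 1 normal liver and 28.32 to 29.58% in the others. H3K27me3 over CXCL neighbours was 8.503% in 1 normal liver and 11.11% in the others, and over interferon genes 6.8% against 8%. H3K27me3 over cytochrome P450 genes was 1.348% in 1 normal liver and 0% in the others, over secreted proteins 0.001829% against 0%, and over lipid genes 6.25% against 3.125%.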

How the results depend on the processing

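Canonical starts, flow cell as a term, leaving out the shared flow cell and centring of regions or of equal lists were chosen after the data were seen, and the other alternatives were planned. No paired analysis was possible because AH and normal livers come from different people. No gene filter could not be fitted for H3K27me3, where most variances were 0. Of the named genes and regions under these alternatives, IGF2 turned for H3K4me3 (+11.93 percentage points at the canonical start) and VGLL4 for H3K27ac (−8.703). Counts of H3K27me3 promoters stayed within 1.5 times with any library left out and with equal lengths, and the count of H3K27ac promoters that fell stayed within it without the short library, with equal lengths and with centring. Read depth, which was not used here, limits which peaks were called and so all counts. Unless said, the cause was not tested.

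With flow cell as a term, which leaves 1 liver per group to compare within a flow cell, the promoters that rose and fell were 0 and 38 for H3K4me3, 0 and 0 for H3K27ac and 0 and 0 for H3K4me1, and 223 fell for H3K27me3. Regions were 0 and 0 for H3K4me3, 0 and 0 for H3K27ac, 0 and 0 for H3K4me1 and 40 and 19 for H3K27me3. In limma at an unadjusted p under 0.05 these zeros stood beside 2 higher H3K4me3 promoters, 29 and 530 H3K27ac and 4 and 1025 H3K4me1 promoters, and beside 22 and 1840, 772 and 8538, and 170 and 22304 regions. Without the shared flow cell promoters were 2 and 705 for H3K4me3 and 40 and 552 for H3K27ac, and 6 rose for H3K4me1.

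At equal list lengths the promoters that rose were 17 for H3K4me3, 277 for H3K27ac and 48 for H3K4me1, where 441 fell. Regions that rose were 16, 4477 and 278, and 11533 H3K4me1 regions fell. H3K4me1 promoters with a peak were more in AH livers by 963.5, where full lists gave −5083, and H3K27ac ones by 287.8, where full lists gave −689. AH livers had more promoters with both H3K27ac and H3K27me3, by 634, and the H3K4me3 similarity was 0.09818. The overlaps were 3 for H3K4me3 and H3K27ac both higher, 20 for H3K4me3 lower with H3K27ac higher, 5 for H3K27ac and H3K27me3 both higher and 17 for H3K27ac higher with H3K27me3 lower. The lists called were 0 for H3K27ac lower, H3K27me3 higher and H3K27me3 lower, with a lowest adjusted p of 0.102 (exact permutation), where a list could pass only if nearly all lists of 3 marks did. At an unadjusted p under 0.05 they were 3 higher and 10 lower for H3K27ac and 9 higher and 4 lower for H3K27me3.

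After centring, promoters were 1462 and 1818 for H3K4me3, 4167 and 2251 for H3K4me1 and 619 and 2265 for H3K27me3, and 678 rose for H3K27ac. H3K27me3 counts are of little use here, since 1510 promoters were covered fully in all livers and centring moves them with their library. The rises of the other marks are limited in the same way, because AH library means were lower and promoters near 0% in every liver are lifted. H3K4me1 over erythroid genes, 1.51 ± 1.82% in AH against 2.47 ± 0.577% in normal livers, became 16.55 percentage points higher in AH. Regions were 341 and 489 for H3K4me3 and 6131 and 9801 for H3K4me1, with 9161 higher for H3K27ac and 2636 for H3K27me3. Lists called were 0 for H3K27ac lower, H3K4me1 lower, H3K27me3 higher and H3K27me3 lower (lowest adjusted p = 0.0588, exact permutation), against 8, 4, 3 and 10 at an unadjusted p under 0.05. With equal lengths and centring, promoters were 1177 and 1499 for H3K4me3, 446 and 599 for H3K4me1 and 620 and 2279 for H3K27me3, and 736 rose for H3K27ac.

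Without the short libraries, H3K4me1 differed by −54894 peaks, −44.79 Mb, −776 promoters and 1.44 percentage points upstream of CXCL8. Promoters that rose were 207 for H3K27ac and 24 for H3K4me1, where 1134 fell. Regions that rose were 4453 for H3K27ac and 276 for H3K4me1, where 20921 fell, and 0 H3K27ac lists were lower.

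With 1 kb on each side, promoters were 0 and 668 for H3K4me3 and 3 and 352 for H3K27ac, and 2 rose for H3K4me1. Without a filter they were 0 and 3481 for H3K4me3, with 3 higher for H3K27ac and 1 for H3K4me1. With sample weights 5 rose for H3K4me3, 574 and 1651 were called for H3K27ac and 1 and 11160 for H3K4me1. Presence of a peak with Fisher's exact test gave 0 higher and 0 lower for H3K4me3, H3K27ac, H3K4me1 and H3K27me3. At an unadjusted p under 0.05 the same test gave 4 and 71, 59 and 255, 6 and 1487, and 635 and 196. With so few livers, its smallest possible p could pass only if a large share of all tested promoters reached it. These zeros therefore decide nothing. In the better-scored part of each list 3409 promoters fell for H3K4me3, 5 rose for H3K27ac and 3 for H3K4me1, and regions were 3 and 2111 for H3K4me3, 226 and 9727 for H3K27ac and 56 and 31850 for H3K4me1. In 1-kb bins 3 and 9733 were called for H3K4me3, 42 and 90947 for H3K4me1 and 6477 and 9742 for H3K27me3, and 27601 fell for H3K27ac, where the units counted differ. Among regions in at least 3 libraries, 13 rose for H3K4me3 and 717 for H3K27ac.

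Leaving out 1 library gave 0 to 63 higher and 969 to 7080 lower promoters for H3K4me3, 0 to 207 and 497 to 1281 for H3K27ac and 1 to 15 higher for H3K4me1. Regions were 0 to 152 higher and 0 to 12466 lower for H3K4me3, 7 to 4453 and 5258 to 16635 for H3K27ac, 24 to 247 higher for H3K4me1, and 926 to 1396 and 545 to 2051 for H3K27me3. The similarity difference was 0.05597 to 0.1378 for H3K27ac and 0.07363 to 0.2033 for H3K4me1. Lists called were 0 to 0 for H3K27ac lower, H3K4me1 lower, H3K27me3 higher and H3K27me3 lower, since no exact p of fewer livers could pass over 100 tests. The fewest promoters fell without normal liver 3 for H3K4me3 and normal liver 4 for H3K27ac. H3K4me3 regions that fell were 0 without normal liver 2, normal liver 3 or AH liver 2 (limma, 7598, 6881 and 11514 at an unadjusted p under 0.05). Of all comparisons with an alternative, 358 planned and 27 added ones kept direction and side of the threshold, or a count within 1.5 times. In 177 planned and 33 added ones the value moved by more, in 8 it no longer passed and in 2 it newly passed. For the genes named as largest changes and the ratio of promoters with both marks to the number expected, 115 planned and 52 added ones kept both. Of these genes AKR1B10 and PDPN no longer passed with equal lengths and BOK at the canonical start, the ratio newly passed with equal lengths, and the 2 genes above turned.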

Other observations

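The settings with equal list lengths were planned, and the genes named here were chosen after their values were seen.

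With lists of equal length, which left out the short H3K27ac library of 1 AH liver, 277 of 12425 promoters gained H3K27ac in AH livers. Some members of lists other than hepatocyte genes were among them: 8 of 22 tested ductular markers, 5 of 27 TGF-beta and fibrosis genes, 4 of 7 CXCL chemokines and 3 of 32 TNF and NF-kB genes, while 1 other of these fell. No list passed as a whole (lowest adjusted p = 0.102, exact permutation), and the TNF and NF-kB mean was higher by 2.71 percentage points (exact permutation p = 0.343). The ductular list mean was higher by 25.37 percentage points, the CXCL chemokine mean by 17.36 and the TGF-beta mean by 11.03. Each of these 3 had an unadjusted exact permutation p of 0.0286, the smallest possible with 4 against 4 livers. LIF, a cytokine of the interleukin-6 family (75.6 ± 36.4% in all AH livers against 26.6 ± 31.3%, adjusted p = 0.00549 with equal lengths and 0.112 without), and MNDA, a myeloid nuclear antigen (32.8 ± 25.3% against 11.4 ± 4.6%), were among the genes that rose in that setting.

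Loss of H3K27me3 in AH livers met gain of H3K27ac at a few promoters. With equal lengths the 17 promoters that did both included the urokinase receptor gene PLAUR, the amino acid transporter genes SLC7A5 and SLC7A1, TSPAN15 and KRT23. HKDC1 carried H3K27me3 over 0% of its promoter in AH livers and 81.2 ± 9.63% in normal livers. S100A6 and ABCC1 had H3K27me3 over 100% in every normal and 0% in every AH liver, while their H3K27ac did not pass.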
